A study of Homo sapiens with 45 samples.

How the data were processed

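RNA and chromatin of HCT116 cells were profiled after 72 hours of nontargeting or HNRNPK siRNA at 25 nM. The authors provided gene counts for 10 RNA libraries, raw counts in whole numbers per gene symbol, as 1 table of 8 libraries and 2 single tables of the Scramble controls. The aligner, the counting tool, the annotation and the strand counted were not stated. The table of 8 libraries lists 28278 gene names and each table of the Scramble controls lists 27135, of which 25527 are shared. The authors also provided 7 lists of ChIP domains, each domain with a deposited score whose unit, caller, input handling and pooling of replicates are not stated. Domain edges fall on steps of 5 kb, apart from 21 ends that equal GRCh38 chromosome lengths, so the lists were read as GRCh38.

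Libraries were grouped by the labels. The labels name 1 control siRNA label for siNTC5 and Scramble libraries alike, and Scramble was held as a separate group because its purification kit and count table differ. The 8 libraries of the knockdown comparison were analysed in edgeR 4.0.16 with limma 3.58.1 under R 4.3.3. Genes were filtered with filterByExpr, normalised by TMM and tested with the quasi-likelihood test in a model with library kit and treatment. P values were adjusted by Benjamini and Hochberg, with a threshold of 0.05 and no minimum fold change. Libraries with the same replicate number correlated in their deviations from the group mean, with r across genes of 0.1004, 0.4246, 0.3365 and 0.2653 for replicates 1 to 4; genes are not independent replicates. After the kit effect was removed these were -0.191, -0.156, -0.281 and -0.252, where the fit alone gives -0.2 for independent libraries. A replicate block in place of kit was run as an alternative.

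The kit interaction and the comparison of Scramble with siNTC5 used the same quasi-likelihood test, the latter on the names shared by the tables. Gene sets and lists were tested with camera at a preset correlation of 0.01 on voom values, adjusted over the 10 sets or the 6 lists. A gene belonged to a domain class when at least 50% of its body lay in it, with positions from RefSeq. Positions were matched for 97.7% of the names and for 13763 of the 13933 tested genes. CPM values are TMM-normalised, apart from those in the figure of HNRNPK over all RNA libraries. Means carry the SD over n = 4 libraries. The test in edgeR returns no standard error. The SE given is the absolute log2 fold change divided by the square root of its quasi-likelihood F statistic. In DESeq2 the standard error was 0.064 against 0.061 for HNRNPK and 0.243 against 0.139 for KRT80. For comparison with the sets, 1000 random gene sets matched on average expression were drawn. HNRNPK was also compared by a two-sided exact permutation test.

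Domains were compared by base. Covered length, the Jaccard index, and lost, kept and gained length were computed for each antibody, and control lamin B1 length was divided by the control histone mark domains. As a description, a list was shifted 1000 times around each chromosome. Shares of domain length are given without counting intervals in the text; with no replicate, Wilson intervals at 95% over the number of domains served as the spread against which alternatives were judged. These cover the number of domains alone.

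The groups, the tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The named genes are HNRNPK, the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, an average log2 CPM of at least 3 and complete separation of the groups. To these were added genes of the lamina and methylation lists with an absolute log2 fold change of at least 1, and the 3 longest lost and gained lamin B1 domains. LMNB1, CHAC1 and FOSB were added after their values were seen. A first exploratory edgeR fit used robust dispersion estimates; the default estimates are reported, and the robust fit is given as an alternative.

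Alternatives for RNA chosen in advance were size factors of DESeq2, upper-quartile normalisation, the Wald test of DESeq2 1.42.0, no filter, a mean of at least 50 counts, no kit term, the replicate block, Scramble libraries as added controls, each kit alone, and each library left out. Those for sets were an estimated correlation and fry. Domain alternatives were minimum lengths of 10 and 100 kb, the upper part of the scores, autosomes, merging within 50 kb, other overlap limits, and classes by domain or by bins of 50 kb. Added later were unscaled library totals, robust dispersion, shared limits on the domain score, and gene assignment by midpoint or by any overlap. Assignment by transcription start was not run, because the annotation used carries no strand.

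The steps were tested on simulated data. With 200 changed genes among 13400 in 4 against 4 libraries, 197 were called, and 25 unchanged genes (0.19% of the unchanged genes) were called. Among all calls, these 25 made up a larger share than the adjusted p threshold is meant to allow. Far fewer genes were changed in the simulation than were called in the data, so the simulation does not measure false calls there. No gene was called for an interaction where none was simulated, which does not show how often a true interaction is found. In 300 made domains, 100% of the shared bases were recovered. Lists and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and chromosome lengths came from GenomeInfoDb 1.38.1. Sequencing reads and the ChIP and input libraries behind the domain lists were not used here. PCR reads without molecular identifiers are not independent molecules, so the depths given bear on counting error alone.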

Results

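The data came from HCT116, an established human colon cancer cell line, in which HNRNPK was depleted by siRNA. HNRNPK encodes heterogeneous nuclear ribonucleoprotein K, a protein that binds RNA and single-stranded DNA. Cells received 25 nM of nontargeting or HNRNPK siRNA and were collected after 72 hours. The labels list 45 samples, of which 35 are chromatin immunoprecipitation (ChIP) or input libraries and 10 are RNA libraries. ChIP used antibodies against lamin B1, a protein of the nuclear lamina, and against the histone marks H3K9me2, H3K9me3 and H3K27me3. Lamin B1 and H3K9me3 had 3 libraries in control cells and 3 in depleted cells, H3K27me3 had 2 and 2, and H3K9me2 had 3 in control cells. The chromatin values analysed here are 7 lists of called domains, 1 per antibody and siRNA, so domain values have no replicates. The read depth behind these lists is unknown.

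RNA was measured by sequencing in 4 control libraries (siNTC5) and 4 HNRNPK siRNA libraries. In each group, replicates 1 and 2 were prepared with the TruSeq kit and replicates 3 and 4 with the Ligation kit. A further 2 nontargeting libraries, named Scramble, had their RNA purified with another kit and came as separate count tables. Total counts were 16724905, 23633851, 14810376 and 17952793 in control replicates 1 to 4. They were 15255556, 13504925, 12107280 and 12532760 in HNRNPK siRNA replicates 1 to 4, and 59209169 and 55007171 in the Scramble libraries. The 20 genes with most counts took between 7.63% and 9.10% of the counts in the 8 libraries of the knockdown comparison.

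The comparison of HNRNPK itself asked how far the siRNA lowered its target. HNRNPK lies on chromosome 9, where its RefSeq gene overlaps HNRNPK-AS1, MIR7-1 and RMI1; the strand used for counting was not stated. Its normalised read count was 884 ± 78.0 CPM (counts scaled to a common library size; SD, n = 4) in controls. In HNRNPK siRNA libraries it was 199 ± 45.3 CPM (SD, n = 4). The log2 fold change in edgeR was -2.17 with a standard error of 0.06 and an adjusted p of 7.29e-15, and it was lower in 4 of 4 knockdown libraries than in every control. A two-sided exact permutation test of the CPM values gave p = 0.0286, the smallest that 4 against 4 libraries allow. The transcript stood at 22.4% of control, at 24.9% within the TruSeq libraries and at 19.6% within the Ligation libraries. Among the alternatives, the Ligation libraries alone moved the log2 fold change most, to -2.36.

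**Figure D1:**
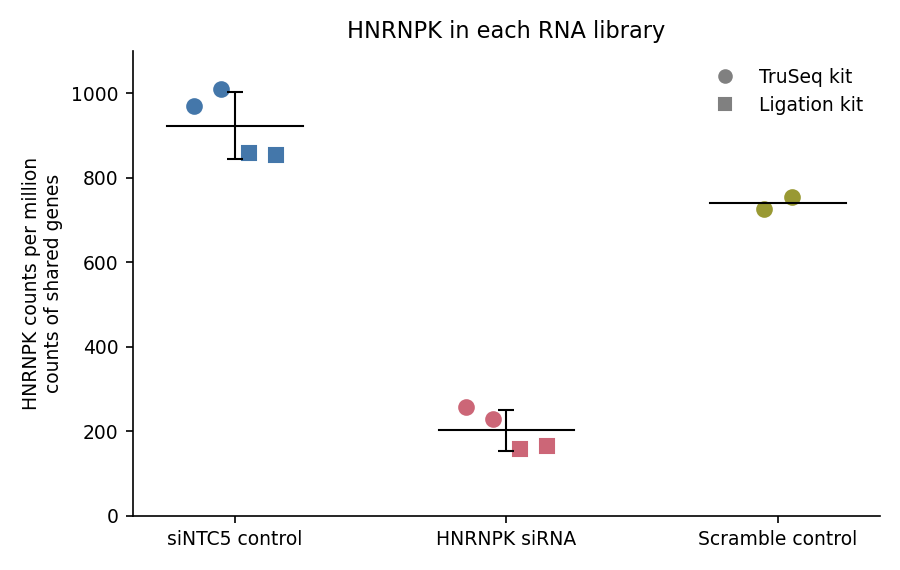
HNRNPK CPM computed over the genes shared by both kinds of count table, 1 point per RNA library, with the group mean as a line and the SD as bars for the groups of 4. On this scale the Scramble libraries, at 726 and 754, lie below the 4 siNTC5 libraries and above the 4 HNRNPK siRNA libraries. In TMM-normalised CPM, 1 of the 2 Scramble libraries lay below every siNTC5 library.

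The knockdown comparison asked which genes change when HNRNPK is depleted. Of 13933 genes tested in edgeR with library kit in the model, 9968 (71.5%) had an adjusted p under 0.05. Of these, 4941 were higher and 5027 lower in the knockdown. The alternative that moved this count most was a minimum absolute log2 fold change of 1, which left 2195 genes, 1041 higher and 1154 lower. Within the TruSeq libraries alone 8186 genes passed, and within the Ligation libraries alone 9529 passed. The genes called in each of these fits and in the 8-library fit, 7913 and 8919 genes, all had the same direction in both. Each of these fits uses libraries of the 8-library fit, so that agreement is largely built in. The median log2 fold change over all tested genes was -0.004.

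The 5 genes raised most were KRT80 (chromosome 12), CXCL8 (chromosome 4), PI15 (chromosome 8), AANAT (chromosome 17) and ZNF192P1 (chromosome 6, a transcribed pseudogene). KRT80 rose from 2.36 ± 0.92 CPM (SD, n = 4) in controls to 54.8 ± 2.86 CPM (SD, n = 4), a log2 fold change of 4.50 ± 0.14 (SE) with an adjusted p of 8.74e-15 in edgeR. The other raised genes had log2 fold changes of 4.37 for CXCL8, 3.92 for PI15, 3.54 for AANAT and 2.89 for ZNF192P1, with standard errors from 0.12 to 0.15. Their adjusted p ranged from 1.05e-14 to 2.55e-13. Each of these genes was higher in 4 of 4 knockdown libraries than in every control library.

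The 5 genes lowered most were H6PD and RPE65 (both on chromosome 1), BCKDHA (chromosome 19), INPP5A (chromosome 10) and PFKFB4 (chromosome 3). H6PD fell from 42.1 ± 5.42 CPM (SD, n = 4) to 3.8 ± 0.64 CPM (SD, n = 4), a log2 fold change of -3.44 ± 0.12 (SE) with an adjusted p of 3.25e-14 in edgeR. The log2 fold changes were -3.32 for RPE65, -3.07 for BCKDHA, -3.04 for INPP5A and -2.89 for PFKFB4, with adjusted p from 7.29e-15 to 1.36e-11. Each was lower in 4 of 4 knockdown libraries than in every control library. In RefSeq, H6PD and RPE65 each overlap 1 uncharacterised locus, INPP5A overlaps NKX6-2, and PFKFB4 overlaps MIR6823 and UCN2.

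Among genes of the nuclear lamina and of the H3K9 and H3K27 methylation machinery, NUP210 (chromosome 3) and KDM4B (chromosome 19) passed with an absolute log2 fold change of at least 1. NUP210 fell from 256 ± 11.5 to 95.5 ± 14.5 CPM (SD, n = 4 each), and its log2 fold change was -1.43 ± 0.06 (SE, adjusted p 1.66e-13 in edgeR). KDM4B fell from 70.4 ± 22.6 to 17.2 ± 3.51 CPM (SD, n = 4 each), with a log2 fold change of -2.02 ± 0.13 (SE, adjusted p 7.52e-11 in edgeR). Both were lower in 4 of 4 knockdown libraries than in every control. LMNB1 (chromosome 5), which encodes the protein precipitated in the lamin B1 ChIP, was added after its values were seen. It fell from 174 ± 11.4 to 139 ± 8.95 CPM (SD, n = 4 each), a log2 fold change of -0.33 ± 0.05 (SE, adjusted p 4.22e-06 in edgeR), and it was lower in 4 of 4 knockdown libraries. With the Scramble libraries added as controls its log2 fold change was -0.24 and its adjusted p 0.058, the highest over its 20 alternatives, whose lowest was 5.09e-13.

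The interaction of treatment and kit asked whether the knockdown effect differed between the kits. In edgeR, 18 of 13933 genes passed for the interaction at an adjusted p under 0.05, 10 with a higher effect in the Ligation libraries and 8 with a lower one. At an unadjusted p under 0.05, 1639 genes passed. Among the alternatives that kept all 8 libraries, no filter on low counts moved the count most, to 239. Leaving out control replicate 1 or control replicate 2 raised the count further than that, and leaving out any other library lowered it, but such fits have 1 library in an arm and their calls are not counted here. CHAC1 had an interaction of -2.88 ± 0.17 (SE, log2, adjusted p 3.39e-08). In TruSeq controls its CPM was 3.7 and 3.5, in Ligation controls 37.9 and 30.7, in TruSeq knockdown libraries 40.7 and 41.7, and in Ligation knockdown libraries 52.3 and 53.9. FOSB followed with an interaction of 2.55 ± 0.19 (SE, log2, adjusted p 6.94e-07). Both genes were chosen after their values were seen. Of the 18 genes, 6 had effects of opposite sign in the 2 kits.

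The comparison of the Scramble with the siNTC5 libraries measured the difference between these sets of nontargeting controls. Of 14263 genes tested in edgeR, 9783 (68.6%) had an adjusted p under 0.05, 5009 higher and 4774 lower in Scramble. The fit without a kit term moved the count most, to 8485. Under upper-quartile normalisation the balance of directions reversed, with 4345 higher and 5465 lower, while more genes were higher under the other alternatives. The median absolute log2 fold change was 0.474, against 0.408 for the knockdown comparison. HNRNPK was lower in the Scramble libraries, with a log2 fold change of -0.24 ± 0.05 (SE, adjusted p 0.0016 in edgeR), and in TMM-normalised CPM 2 of 2 of them lay below both siNTC5 libraries of their kit, and 1 of 2 below every siNTC5 library. LMNB1 was lower as well, with a log2 fold change of -0.37 (adjusted p 0.000524 in edgeR), and 2 of 2 Scramble libraries lay below every siNTC5 library. Both Scramble libraries differ from the siNTC5 libraries in purification kit, depth and count table, so the siRNA and these steps cannot be told apart.

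The fixed gene lists asked whether families related to the lamina, to histone methylation, to HNRNPK or to cell stress shifted as a set. Of 24 tested lamina and nuclear envelope genes, 22 passed over all genes, 7 higher and 15 lower, and 22 passed adjusted over the list alone. The methylation machinery had 23 of 35 genes changed, 10 higher and 13 lower, and 23 adjusted over the list alone. For ribonucleoproteins and poly(C)-binding proteins, 20 of 26 changed, 10 in each direction, and 20 adjusted over the list alone. Interferon-stimulated genes had 15 of 23 changed, 13 of them higher, and 15 adjusted over the list alone. Targets of p53 had 17 of 23 changed, 10 of them higher, and 17 adjusted over the list alone. Zinc finger genes named ZNF and a number had 234 of 345 changed, 188 higher and 46 lower, and 234 adjusted over the list alone.

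As a set, the zinc finger genes were the list that passed camera (limma) at its preset correlation. Their mean log2 fold change was higher than that of the other genes by 0.29, with an adjusted p of 1.88e-05, and the shift was upward in 4 of 4 knockdown libraries against the controls of their kit. The interferon list was higher by 0.45 with an adjusted p of 0.0852, also upward in 4 of 4 libraries, and did not pass. The lamina list (difference -0.17, adjusted p 0.269) and the machinery list (-0.09, 0.835) did not pass in camera although both were lower in 4 of 4 libraries. Nor did the p53 list (-0.06, 0.835) or the ribonucleoprotein list (-0.02, 0.943), whose libraries went both ways. No list passed with an estimated correlation, where the smallest adjusted p was 0.107. Under fry, 4 lists passed: zinc finger, interferon, lamina and machinery. Over the alternatives, the zinc finger list's adjusted p ranged from 4.57e-06 to 0.107, and its mean difference fell to 0.07 with no filter on low counts.

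The domain lists asked how much of the genome each antibody covered in control and depleted cells. Control lamin B1 domains numbered 880 and covered 922.9 Mb, 29.9% of the genome. In the knockdown there were 730 lamin B1 domains covering 684.5 Mb, a ratio of 0.742, and their length-weighted mean score was 1.43 against 1.17 in the control list. Of the alternatives, keeping the upper part of the scores in each list moved this ratio most, to 0.842. The number of lamin B1 domains changed direction, with a ratio of 1.151 against 0.830, when both lists were held to the same lowest score. Covered length was lower in 24 of 24 chromosomes, with ratios from 0.641 to 0.909. H3K9me3 domains rose in number from 895 to 1996 and in covered length from 657.2 to 794.4 Mb, a ratio of 1.209, and the length was higher on 23 of 24 chromosomes. This ratio was 1.050 when both lists were held to scores at or above the control median. H3K27me3 domains covered 821.9 Mb (1772 domains) in the control and 791.1 Mb (1686 domains) in the knockdown. H3K9me2 domains, from control cells, numbered 601 and covered 699.0 Mb.

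**Figure D2:**
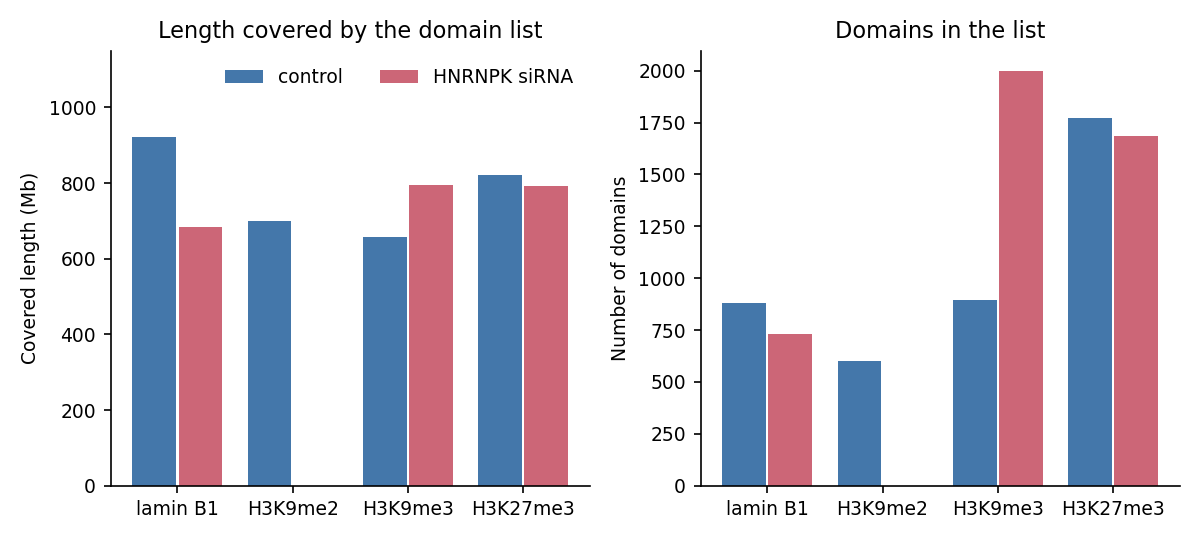
Length covered by each domain list in Mb (left) and number of domains in it (right), control in blue and HNRNPK siRNA in red, with 1 list per bar and H3K9me2 for control alone. Lamin B1 covered 684.5 Mb in the knockdown against 922.9 Mb in the control, and H3K9me3 domains numbered 1996 against 895.

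The overlap of control and knockdown lists asked where the domains changed. Of the control lamin B1 length, 71.1% (656.1 Mb) was also covered in the knockdown, 266.8 Mb was lost and 28.4 Mb was gained. The Jaccard index by base was 0.690, against 0.117 to 0.214 over 1000 circular shifts of a list within its chromosomes. For H3K9me3, 99.0% of the control length was also covered in the knockdown and 143.6 Mb was gained, with a Jaccard index of 0.813. Of the knockdown H3K9me3 domains, 1111 (55.7%) overlapped no control base. For H3K27me3, 94.3% of the control length was also covered in the knockdown and the Jaccard index was 0.926. Each of these ranges from shifts describes lists placed at random and is not a test between replicates.

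The partition of control lamin B1 domains by histone marks follows the question in the series title, how lamina-associated chromatin divides into classes. H3K9me2 domains covered 72.8% of the control lamin B1 length, H3K9me3 domains 59.9% and H3K27me3 domains 41.9%. Circular shifts gave 18.4% to 31.8%, 17.1% to 27.3% and 24.1% to 30.8% for these marks. The combination of H3K9me2 and H3K9me3 without H3K27me3 held 50.2% of the lamin B1 length (463.6 Mb). H3K27me3 alone held 18.8% (173.9 Mb), H3K9me2 with H3K27me3 15.1% (139.2 Mb), all 3 marks 7.25% (66.9 Mb) and no mark 5.95% (54.9 Mb). The remaining classes each held under 2% of the length.

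The retention of these classes asked whether lamin B1 was lost evenly. In the knockdown, lamin B1 domains covered 98.0% of the length with H3K9me2 and H3K9me3 and 96.1% of the length with all 3 marks. They covered 60.2% of the length with H3K9me2 and H3K27me3, 19.3% of the length with no mark and 17.0% of the length with H3K27me3 alone. Length with H3K27me3 alone made up 144.2 Mb, or 54.1%, of all lost lamin B1 length. H3K27me3 domains covered 76.8% of the lost length in the control list and 77.2% of it in the knockdown list. When whole lamin B1 domains were assigned to a class, the shares kept were 93.2% for H3K9me2 with H3K9me3 and 20.6% for H3K27me3 alone.

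**Figure D3:**
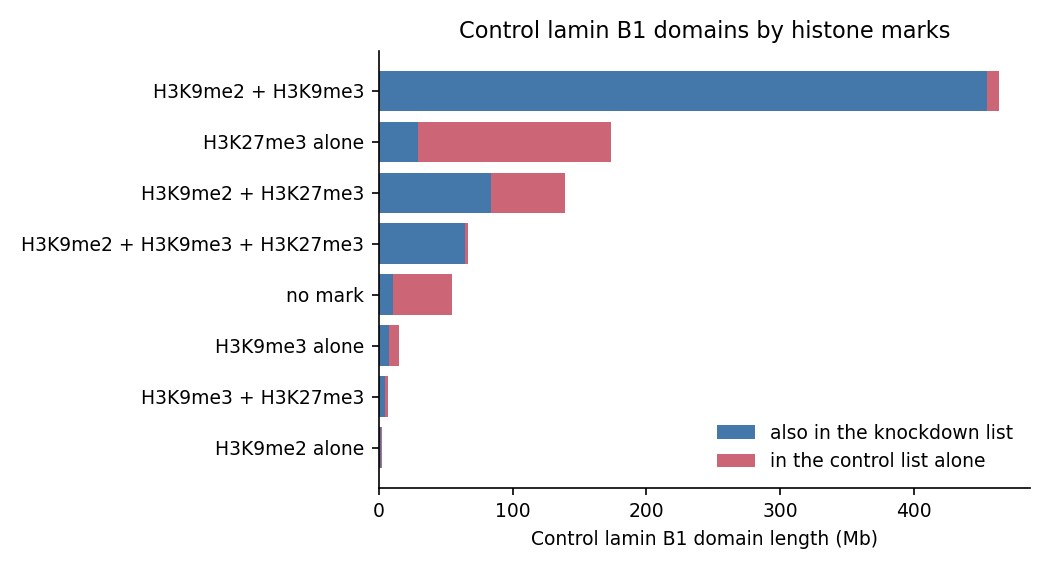
Length of control lamin B1 domains in Mb for each combination of control histone mark domains, divided into length also covered by knockdown lamin B1 domains (blue) and length in the control list alone (red). Of the length with H3K9me2 and H3K9me3, 98.0% was also in the knockdown list, against 17.0% of the length with H3K27me3 alone.

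Of the control lamin B1 domains, 361 (141.5 Mb) had no base covered in the knockdown, and of the knockdown domains 119 (21.5 Mb) had no base covered in the control. Coordinates are in GRCh38, the build whose chromosome lengths match the domain ends. The longest lost domain lay on chromosome 2 from 210225001 to 211835000 (1610.0 kb), held 5 protein-coding genes and had none of the histone marks. The next lay on chromosome 3, from 168190001 to 169730000 with 1 protein-coding gene and H3K27me3 over 100.0% of its length, and from 28390001 to 29885000 with 2 protein-coding genes and H3K27me3 over 92.3%. The longest gained domains lay on chromosome 4 from 3195001 to 3905000 (7 protein-coding genes), on chromosome 4 from 1170001 to 1855000 (11) and on chromosome 12 from 29705001 to 30355000 (1). Control H3K27me3 domains covered 66.2%, 57.7% and 99.2% of these gained domains, against 39.7% of all gained lamin B1 length; H3K9me3 covered 21.4% and H3K9me2 12.9% of that length. Control H3K9me3 domains covered 27.7% of the one starting at 1170001, and the one on chromosome 12 also held H3K9me2 over 80% and H3K9me3 over 39.2% of its length.

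The gene sets by domain class asked whether genes within each kind of domain changed together. Genes with at least 50% of their body in a class were compared with the other tested genes that have a position. In camera (limma), 7 of 10 sets passed at an adjusted p under 0.05. The 412 genes in control lamin B1 domains had a mean log2 fold change higher than the others by 0.50 (adjusted p 0.00143). These 412 are 11.5% of the 3581 genes positioned there, since the rest had too few counts to be tested. The difference was 0.49 for the 281 genes in lost lamin B1 length (0.00143) and 0.57 for the 117 genes in kept length (0.00323). It was 0.78 for 165 genes in H3K9me2 domains (4.25e-06), 0.31 for 405 genes in H3K9me3 domains (0.000741) and 0.35 for 1370 genes in H3K27me3 domains (0.021). The 233 genes in gained lamin B1 length were lower by a difference of -0.38 (0.000137). Each of these 7 shifts went the same way in 4 of 4 knockdown libraries against the controls of their kit. Genes in gained H3K9me3 length (0.07, adjusted p 0.696), in lost H3K27me3 length (0.01, 0.846) and in gained H3K27me3 length (0.23, 0.696) did not pass, and lost H3K9me3 length held 4 tested genes and was not tested.

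With an estimated correlation in camera, 0 of the 10 sets passed, and the smallest adjusted p was 0.101. Under fry, 9 sets passed, the same 7 and the gained H3K9me3 and gained H3K27me3 sets. The adjusted p of the lamin B1 control set ranged from 3.71e-05 to 0.101 over its 20 alternatives, and its difference was 0.26 with a mean of at least 50 counts. With that filter the H3K27me3 set, at 0.14, and the kept lamin B1 set, at 0.29, did not pass. Genes in lost lamin B1 length were not seen to rise more than genes in kept length. The mean log2 fold change of lost minus kept was -0.06, with a camera p of 0.819 in limma, which does not exclude a difference. The tested genes were 19.5% of those positioned in lost length and 5.6% in kept length. Zinc finger genes were 54 of the 281 in lost and 32 of the 117 in kept length.

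**Figure D4:**
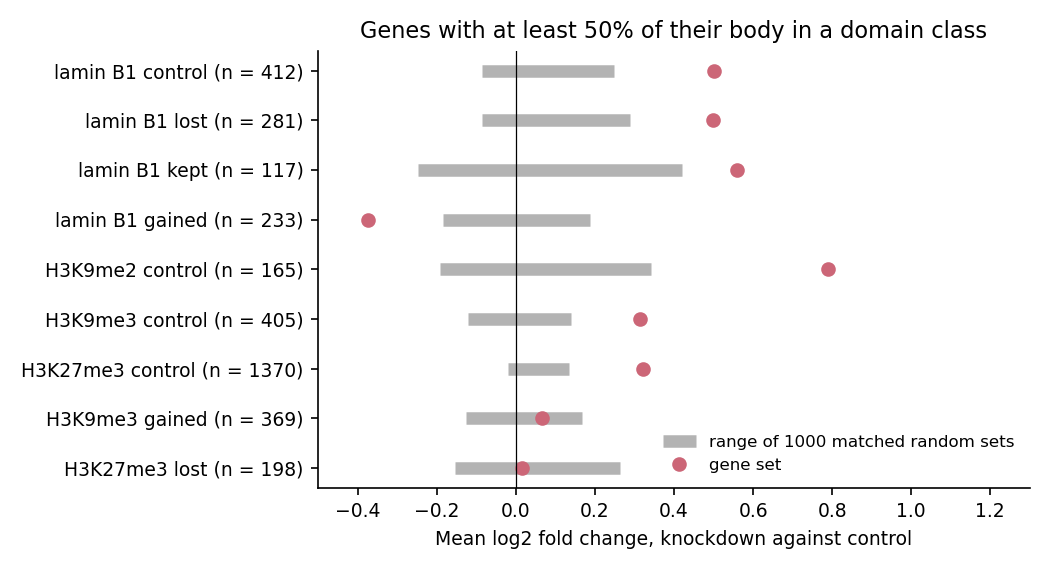
Mean log2 fold change of the genes in each domain class (red points) with the range over 1000 random gene sets matched on average expression (grey bars). The control lamin B1 set lies at 0.50 against matched sets from -0.09 to 0.25, and the gained lamin B1 set lies below its matched sets.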

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

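The tests of the amino acid and immediate early lists were chosen after the interaction genes were seen, and LMNB1 was added to the genes examined after its values were seen.

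In 3 of 32 groups of 4 libraries, a single library lay far from the other three; chance alone gives this in about 1 in 20 groups. KRT80 stood at 59.09 CPM in knockdown replicate 4, against 53.19 to 53.63 in the other knockdown libraries. Without that library its log2 fold change was 4.43, against 4.50 with it. BCKDHA stood at 27.77 CPM in control replicate 2, against 34.27 to 35.37 in the other controls, and its log2 fold change was -3.18 without that library and -3.07 with it. LMNB1 stood at 191.26 CPM in control replicate 2, against 166.48 to 170.71 in the other controls, and its log2 fold change was -0.30 without that library and -0.33 with it. The call and direction of these genes held in each fit that left out 1 library. Control replicate 2 is the deepest of the 8 libraries, with 23633851 counts, and holds both control values. No technical explanation was tested for these 3 values, and the design gives no biological one within a group.

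The knockdown effect differed between the library kits for 18 genes in edgeR, by a test of the interaction itself, with 1639 genes at an unadjusted p under 0.05. The kits coincide with replicates 1 and 2 against 3 and 4, so a kit bias that acts differently in the 2 groups and a difference between rounds of culture or siRNA treatment cannot be told apart; the labels name the kits and no rounds. For CHAC1 the kits differed mostly in the controls, at 3.7 and 3.5 CPM against 37.9 and 30.7. Of the 18 genes, 5 are on a list of 42 genes of the amino acid response and 4 on a list of 31 immediate early genes, both lists drawn up after these 18 genes were seen and so holding called genes by choice.

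A candidate explanation is a different state of the amino acid response between the rounds of culture. Over the 33 other tested genes of that list, the median interaction was -0.171 (log2), with 24 genes lower and 9 higher, in the direction of the called ones. The p was 1.6e-09 in camera at the preset correlation and 0.0106 in fry (limma). The kits differed by 0.241 on average in controls and by 0.071 in knockdown libraries for these genes. Another candidate explanation is a different state of the immediate early response. Its 26 other genes had a median interaction of 0.171, with 18 higher and 8 lower, and a p of 0.000324 in camera and 0.00474 in fry (limma). For these immediate early genes the kits differed by -0.115 on average in controls and by 0.11 in knockdown libraries. Their kit difference was thus not confined to the controls and had opposite signs. Both explanations fit their tests and both rest on lists made from the same data. ATF3 is on both lists, and the p53 list shares SESN2 with the former and BTG2 with the latter.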

How the results depend on the processing

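The unscaled library totals, the robust dispersion estimates, the shared limits on domain scores, and the assignment of genes by midpoint or any overlap were chosen after the data were seen; the other alternatives were planned.

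HNRNPK was lower in all 20 alternatives, with log2 fold changes from -2.36 to -2.0. For the other 13 named genes, 259 of 260 alternatives kept the direction and the call, and the exception was LMNB1 with the Scramble libraries added. The number of changed genes ranged from 6965 with the Scramble libraries as added controls to 10865 with no filter, and from 9612 to 9997 across the 8 fits that each left out one library. The replicate block gave 9872, with 9822 of them shared with the model with kit, and none of the 35 results under the block changed its call or its count by over 1.5 times. A minimum absolute log2 fold change of 1 left 2195 genes, 1041 higher and 1154 lower, by construction of a stricter limit.

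The kit interaction depended on the tool and the filter. It held 71 genes in DESeq2, 239 with no filter on low counts and 44 with robust dispersion estimates, against 18, and between 16 and 21 under the other alternatives; the cause was not tested. Fits that each left out 1 library were run for the interaction and for the Scramble libraries. They leave 1 library in an arm, so their calls are not given; the number of interaction calls rose strongly when control replicate 1 or 2 was left out and fell well under 18 when any of the other libraries was. In the interaction, all 18 genes had the same direction in each of the 8 such fits, and CHAC1 ranged from -3.05 to -2.74. Among the 8 libraries, control replicates 1 and 2 lay furthest apart of the pairs sharing group and kit. Their chi-square per gene was 8.04, against 2.23 in the Ligation controls and 2.29 and 2.47 in the knockdown libraries. This measure grows with depth, and whether that spread lowers the number of interaction calls was not tested. Without Scramble replicate 5 or 6 the log2 fold change of HNRNPK was -0.20 or -0.27. The Scramble comparison ranged from 8485 to 10317 genes under its other alternatives, and from 8789 to 9897 when each siNTC5 library was left out.

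Gene sets by domain class fell from 7 calls to 0 with an estimated correlation and to 4 when any overlap assigned a gene; 5 passed with a mean of at least 50 counts, 6 in the Ligation libraries alone and 9 in fry. With a mean of at least 50 counts the difference of the control lamin B1 set was 0.26, against 0.50. All 7 passed in each fit that left out one library. Fixed lists fell from 1 to 0 with an estimated correlation and rose to 4 in fry. The cause was not tested. Over the 16 single sets and lists, 289 of 308 alternatives kept direction and call, 14 were weaker, 5 were stronger and none reversed a call.

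The ratio of H3K9me3 covered length, 1.209, was 1.103 with the upper part of the scores in each list and 1.050 with scores at or above the control median in both. With the upper part of the scores in each list, lamin B1 length kept was 75.4%, H3K9me3 length kept was 95.3%, and the lamin B1 shares with H3K9me3 and H3K27me3 were 63.8% and 34.5%. With the same lowest score in both lists, lamin B1 length kept was 76.4%, H3K27me3 length kept 95.6%, and the lamin B1 shares with H3K9me2 and H3K9me3 were 78.2% and 63.6%. With scores at or above the control median in both lists, the length kept was 75.3% for lamin B1, 93.5% for H3K9me3 and 95.7% for H3K27me3. The lamin B1 shares were then 82.7%, 63.8% and 34.5% for H3K9me2, H3K9me3 and H3K27me3. Under both shared limits the H3K9me2 list, which has no knockdown list, was left uncut. With the upper part of the scores in each list, H3K9me2 included, the H3K9me2 share was 70.3%. With whole domains as the unit, the shares for H3K9me2, H3K9me3 and H3K27me3 were 77.8%, 66.3% and 36.7%, and length kept with H3K9me2 and H3K9me3 was 93.2%. The cause was not tested. Of 320 alternatives for 40 other domain values, 251 stayed within their interval and 69 moved, 23 of them under scores at or above the control median. A minimum length of 10 kb removed no domain and says nothing about stability, and assignment by transcription start was not run. The lists have 1 value per condition, which limits every domain difference.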

Other observations

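The tests of lost against kept genes, of the number of called sets and lists across splits, and of the size of the set shifts across splits were chosen after the results were seen. The limits used to judge the lamin B1 ratio and the retention differences were set with their values known.

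The count of changed genes was held against other splits of the 8 libraries into 4 and 4. In edgeR, 1 of the 35 splits, the real one, gave as many genes. The others gave 0 genes at an adjusted p under 0.05 and at most 1384 at an unadjusted p under 0.05, against 10254 in the real split. Those splits hold the treatment difference within their groups, which widens the spread. Their 0 calls are thus no measure of false calls in the real split. Among the 8 splits that part every same-numbered pair, 1 gave as many; the others keep at least 1 such pair together. Thinning each library to the total of the smallest left 9703 changed genes, 4847 higher and 4856 lower. Removing a smooth trend on gene length gave 9896 calls, against 9865 among the same genes before. These values argue against library size and gene length as the whole cause. With the replicate block the corresponding counts were 9600 after thinning and 9772 after the trend was removed. Leaving out the 20 genes with most summed counts moved the median log2 fold change by 0.0046, a test chosen in advance that cannot tell, because the normalisation is fitted again and holds the median in place. Without those 20 genes, 9967 genes were called. In the main fit, 1041 genes were higher and 1154 lower by at least 1 log2 unit. A shift in scale alone would move genes the same way, so these values argue against a few abundant genes as the whole cause. GC content was not tested. A response to HNRNPK depletion may account for the changes, as a hypothesis from the same 8 libraries; an effect of the siRNA on other targets was not tested.

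The siNTC5 and Scramble controls differed in 68.6% of the genes tested, against 71.5% for control and knockdown. Of the 3500 called genes of at least 1 log2 unit, 358 (10.2%) had no counts in one set. A different gene annotation or way of counting behind the 2 tables can also change a gene's counts without bringing them to 0, so these values leave it open. Annotation and count table, purification kit, depth, siRNA and round of culture cannot be told apart, since all go with the 2 Scramble libraries.

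The smaller lamin B1 coverage in the knockdown might follow from a higher lower limit on the score, which was 0.477 there and 0.267 in the control list. With the same lowest score in both lists the ratio of covered length was 0.813, against 0.742, so the limit accounts for part of the difference at most. This reading takes scores as comparable between lists, and in domains matched between the lists the knockdown score was higher, with a median ratio of 1.121. LMNB1 transcript was lower in the knockdown by a log2 fold change of -0.33, but it was also lower in Scramble than in siNTC5 controls, by -0.37, so a change of this size occurs between sets of controls. Lamin B1 protein was not measured, and antibody efficiency and sequencing depth per library were not tested.

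Splitting of control domains was weighed for the larger number of H3K9me3 domains. It asks that most knockdown domains overlap a control domain, yet 55.7% overlapped none. Weak short domains passing the caller's limit in one list might explain the surplus. The domains with no control base were indeed shorter (median 80 against 230.0 kb) and scored lower (median 0.596 against 1.068). Among domains at or above the control list's median score, however, 829 knockdown domains stood against 448 control domains. Weak domains are thus not the whole cause if scores are comparable. Of these 829 domains, 154 had no control base, so most of them overlapped a control domain. Of all 1111 knockdown domains with no control base, those 154 alone reached that score, so most of the 1111 were weak. In matched domains the median ratio of knockdown to control score was 1.021. No biological explanation was tested for these domains.

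Control lamin B1 domains with H3K27me3 alone were kept less than those with H3K9me2 and H3K9me3. A lower control score of the former could produce this, since the length-weighted mean score was 0.921 against 1.242. When control lamin B1 domains were divided into 4 groups by score, the kept share was 11.1%, 6.0%, 21.3% and 28.5% for H3K27me3 alone, from the lowest scores to the highest. For H3K9me2 with H3K9me3 it was 51.8%, 94.1%, 98.7% and 99.7%. The smallest difference within a group was 40.7 percentage points, which argues against score as the whole cause. H3K27me3 itself did not go with the loss in every class: length with all 3 marks was kept at 96.1% and length with H3K9me2 and H3K27me3 at 60.2%, while length with no mark was kept at 19.3%, close to the 17.0% for H3K27me3 alone. This closeness depended on the score limit. No mark stood against H3K27me3 alone at 33.0% against 20.9% with the upper part of the scores in each list. With the same lowest score it was 28.3% against 19.0%, and with scores at or above the control median 22.8% against 14.0%. The H3K9me2 list was left uncut under these shared limits. With whole domains as the unit, no mark stood against H3K27me3 alone at 17.4% against 20.6%. No biological explanation was tested, and each value rests on 1 list per condition.

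Genes in control lamin B1 domains were raised relative to other genes, and their low expression could bias the log2 fold change. Of 1000 random gene sets matched on average expression, 0 had as high a mean, against 0.50 in the set. With a mean of at least 50 counts, however, the difference of the set from other genes fell from 0.50 to 0.26, and that of genes in H3K27me3 domains from 0.35 to 0.14 with the loss of its call. Low expression is thus not the whole cause for the lamin B1 set, and part of the size of its shift rests on genes with low counts. Loss of the lamin B1 domain around the gene may be thought to raise it. The mean log2 fold change of genes in lost minus kept length was -0.063, so no larger rise was seen where the domain was lost. The zinc finger genes are a candidate explanation for the rise of genes in control H3K9me3 domains. Without the 168 zinc finger genes the mean fell from 0.31 to 0.16, so these genes carry part of the rise. Of 1000 matched random sets, 51 were as high, which sits at the 5% limit chosen beforehand. These random sets could hold the zinc finger genes left out, which can lift their means. The count thus cannot decide whether the other genes rise. Reads shared between zinc finger paralogs were not tested.

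The number of called sets and lists was held against the same splits. In camera (limma), 11 of the 35 splits gave at least as many called domain class sets (7) and 23 of the 35 gave at least as many called lists (1). None of the 18 splits with 2 libraries of each treatment on both sides gave as many domain class sets, so the other splits that did hold 3 libraries of a treatment together and still carry part of the treatment difference; 6 of these 18 gave as many lists. Of the 8 splits that part every same-numbered pair, 3 gave as many sets and 6 as many lists. The split that follows the library kit gave 1 called list, as many as the real split; within each kit alone the comparison of knockdown and control also gave 1. Over all 35 splits the count of calls did not set the real split apart, and for the domain class sets it did so against the 18 balanced ones. By size of shift, added after these counts were known, 1 of the 35 splits, the real one, reached the shift of the control lamin B1 set (0.50, largest other 0.37), and 1 of the 35 reached that of the zinc finger list (0.29, largest other 0.22). The real split alone also reached the shift of gained H3K9me3 length (0.065, largest other 0.057), which did not pass. The same held for the interferon, lamina and machinery lists, which did not pass. Among the rest that did not pass, splits reaching the shift numbered 31 for lost H3K27me3, 2 for gained H3K27me3, 14 for p53 and 10 for ribonucleoproteins. This measure thus did not fully part called from uncalled sets.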
